A study of Danio rerio with 2 samples. Its data were reported in "Cholecystokinin coordinates gonadotropin-dependent and independent pathways to orchestrate zebrafish gonadal development" (2026).

How the data were processed

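Hypothalami of 6-month-old male zebrafish were compared between wild-type fish (WT) and fish with both cholecystokinin genes knocked out (CCK1/2-KO). Per the labels, tissue from 30 fish was collected per group and dissociated with trypsin, EDTA and DNase II. Each group gave 1 droplet-based single-cell RNA-seq library, so the groups have no replicates, and genotype, pool, dissociation and library run coincide. Groups were taken from the genotype in the sample labels.

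For each library the authors deposited a matrix of raw unique molecular identifier (UMI) counts per gene and cell barcode, made with CellRanger. The methods also name Seurat, but the deposited counts carried no normalization, cluster or cell type. The values were whole numbers, and the lowest total of a barcode was 500 UMIs in each library. The barcodes were 20 bases long, although the labels describe barcodes of 16 bases. 52 barcode sequences occurred in both libraries and were treated as different cells. The genome build and annotation release were not stated, so no coordinates are given. Both matrices listed the same 32057 features under Ensembl gene identifiers. Of these, 11398 had no name of their own in the files, and 8368 of them were named from a table that pairs identifiers with symbols. The receptor genes cckar and cckbrb are listed in the files under the capitalised symbols of their mammalian counterparts. To check these names, the genes listed next to each in the feature list were looked up in the RefSeq gene table. Of the 36 listed neighbours of cckbrb that matched, 33 lay on the chromosome of the RefSeq gene of that name and 0 on that of another cholecystokinin gene examined. The corresponding counts were 41 of 42 for cckar, 73 of 74 for cckbra and 82 of 82 for ccka. One of the edited ligand genes was examined under its Ensembl symbol ccka. The other edited ligand gene was not analysed here.

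Barcodes with at least 500 UMIs, at least 250 genes and at most 20% mitochondrial UMIs were kept. In the WT library 117 barcodes failed the UMI or gene minimum and 3 the mitochondrial limit, against 130 and 4 in the CCK1/2-KO library. Doublets were scored per library with Scrublet, and the barcodes with the highest scores were removed, in the number expected at 0.8% per 1000 barcodes. This removed 701 WT barcodes (7.58%) and 1077 CCK1/2-KO barcodes (9.39%). The removed barcodes had a median of 2163 and 2149 UMIs, below the 3077 and 2870 of the kept cells, so depth alone did not mark them. Barcodes holding 2 cells should be deeper, so the preset number may have taken in single cells. Their median score was 0.118 in WT and 0.113 in CCK1/2-KO, against 0.0429 and 0.0425 in the kept cells. The highest scores were 0.483 and 0.586. The removal was heavier in the library with more barcodes, and results were recomputed with the doublets kept.

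Levels were computed as UMIs of a gene summed over cells, scaled to counts per 1000000 UMIs of the same cells (CPM), with an exact Poisson 95% interval. Ratios are CCK1/2-KO over WT on the log2 scale, with the exact interval for a ratio of Poisson counts. Shares of cells carry exact Clopper-Pearson 95% intervals, and ratios of shares carry Katz intervals. All these intervals cover counting error only, not differences between fish or library preparations. Those of levels and their ratios treat each UMI as a separate draw, so they also leave out which cells were captured. Where a few cells hold many UMIs they are too narrow. For ccka, the log2 ratio of −1.21 (−1.25 to −1.18) went to −1.04 without the 3 highest cells, outside its interval. A count of 0 is given with the share that 3 counts would make. Shares of cells with a UMI were computed after thinning each cell to 1000 UMIs, which left out 2202 WT and 2889 CCK1/2-KO cells with fewer, and are given unthinned as well. Each thinned share comes from 1 random thinning, drawn separately for each set of cells. No test was run across genes and no p-value is given, because cells of 1 library are not replicates.

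Cells of both libraries were clustered together without batch adjustment, on 2000 variable genes, 30 principal components and 15 neighbours, with Leiden clustering at resolution 1.0. Clusters were named from marker lists fixed before the data were examined. Of 160 markers, 151 were found. A marker counted where at least 10% of the cluster's cells had a UMI of it at a level at least 2-fold that of other cells. These marker thresholds were set after the data were seen. A name needed at least 3 markers and went to the type with the largest summed log2 fold. A cluster with a median depth, relative to its library's median, under 0.333 and no marker of that type among its top 10 genes stayed unnamed. This left out cluster 24, with 4 fibroblast markers at 0.331, and cluster 29, with 5 erythrocyte markers at 0.27. A cluster of neurons with both glutamatergic and GABAergic markers was called mixed. This was cluster 2 alone, and its glutamatergic side rests on slc17a6b, in 35.4% of cells at 2.17-fold, close to the 2-fold threshold. Its GABAergic markers slc32a1, gad1b and gad2 stood at 5.00-, 9.01- and 4.02-fold. This naming rule replaced an earlier one, which put markers among the top 10 genes first, after clusters, counts and differences had been seen. The replacement changed the names of clusters 4 and 20. Of 30 clusters, 7 stayed unnamed, holding 22.7% of the cells of each library. A class was compared as a whole only where no cluster of it had more markers of another class than of its own among its top 10 genes by fold. Glutamatergic neurons, GABAergic neurons and astrocytes did not meet this, because of neurod1 in cluster 4, foxj1b in cluster 19 and foxj1a in cluster 20, and their clusters were kept apart. Because genes that differ between the libraries can pull cells into clusters of their own, the clustering was repeated without the 79 genes that differed over 2-fold in all cells. This alternative was added after the data were seen and took the place of a clustering without cyp19a1b alone. A cluster's defining genes were not reported as differences within it.

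Beside ccka, gnrh3 and the 3 receptor genes, 6 gene lists were fixed before the data were examined. They were reproduction, feeding, other hypothalamic peptides and amine enzymes, immediate early genes, heat shock and stress, and androgen and oestrogen response. The median log2 ratio of a list, after 5 CPM was added to each level, was placed among 10000 random lists of the same size, each gene replaced by 1 of the 100 closest in mean level. The percentile describes these 2 libraries only. Random genes were matched on level but not on how many cells hold the UMIs. The percentile may therefore be too extreme for lists of genes with UMIs in few cells. The genes named were the 5 highest and the 5 lowest by the log2 ratio with 5 CPM added, among genes with at least 100 UMIs over both libraries. In each class or cluster with at least 200 kept cells per library the 3 highest and the 3 lowest were taken in the same way. The 5 CPM in the list medians, the pool of 100 genes, the Katz interval and the pooling of 3 neuron classes for the receptors were chosen after the data were seen. An alternative was read as unchanged where it lay inside the counting interval, or for a list within 1 SD of the random medians, which was also fixed after the data were seen.

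Alternatives planned before the data were examined were every deposited barcode, a stricter filter (at least 1000 UMIs and 500 genes, at most 10% mitochondrial UMIs), and doublets kept. Further ones were median-of-ratios scaling and CPM without mitochondrial genes and the 50 genes with the most UMIs. The planned set also held detection unthinned or thinned to 2000 UMIs, 2 UMIs of gnrh3 in place of 1, clustering at resolutions 0.5 and 2.0, and genes centred within their library before clustering. It further held a minimum of 20 UMIs for list genes, a minimum of 300 UMIs for class genes, and 20 CPM added. Added after the data were seen were the clustering without the 79 differing genes and ratios without a gene's 3 highest cells in each library.

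The scripts were tested on simulated gene totals for the WT against CCK1/2-KO comparison of all cells. Poisson counts were drawn for 32057 genes, with 200 changed by at least 2-fold. Changed and unchanged genes were taken from the 18325 with at least 100 UMIs over both libraries. Genes with fewer, such as gnrh3 and cckar, were not covered. The interval held the true log2 ratio of 97.5% of the changed genes and held 0 for 95.5% of the unchanged genes sampled. The draws followed the model that the interval assumes, so this checks the computation only. It does not show coverage where a few cells hold the UMIs. The simulated ratios used median-of-ratios scaling, whereas the reported ones used CPM. Of 100 genes named by size, 100 were changed genes. Of 200 lists of unchanged genes, 3.5% lay outside the middle 95% of random lists, and a list lowered by 0.5 on the log2 scale lay at percentile 0. The binomial interval held the true share in 95.0% of draws. Software was Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, anndata 0.12.19, scikit-learn 1.9.0, umap-learn 0.5.12, leidenalg 0.10.2 and matplotlib 3.10.9.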

Results

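Single-cell transcriptomes of the male hypothalamus were compared between WT fish and fish lacking both cholecystokinin genes, with 1 library per genotype. The WT library held 9364 barcodes with 51744329 UMIs, and the CCK1/2-KO library 11604 barcodes with 58095515 UMIs. After filtering and removal of doublets, 8543 WT cells with 47558131 UMIs and 10393 CCK1/2-KO cells with 52259018 UMIs were kept. The median kept cell had 3077 UMIs from 1224 genes in WT and 2870 UMIs from 1166 genes in CCK1/2-KO. Mitochondrial transcripts made up a median of 2.71% and 2.44% of the UMIs of a cell. There are no replicates, so each difference compares 2 libraries, and the intervals cover counting error only.

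The edited ligand gene ccka (ENSDARG00000070810) was examined first, because it bears on the genotype labels. It had 17878 UMIs in WT and 8466 in CCK1/2-KO, which is 376 CPM (370.4 to 381) and 162 CPM (159 to 165). The log2 ratio of CCK1/2-KO over WT was −1.21 (−1.25 to −1.18). The lower level lay in the library labelled CCK1/2-KO, and transcripts remained in both. Among the alternatives, leaving out the 3 highest cells of each library moved the ratio most, to −1.04. When cells were clustered without the genes that differed between the libraries, the log2 ratio was −0.92 (−0.98 to −0.87) in mixed neuron-like cells, with 7855 and 4154 UMIs. It was −2.0 (−2.14 to −1.86) in GABAergic neuron-like cells. The deposited counts do not show whether the remaining transcripts carried the deletion. The other edited ligand gene was not analysed here.

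The study compared the hypothalamic gnrh3 level between the genotypes. The gene (ENSDARG00000056214) had 11 UMIs in 10 WT cells and 10 UMIs in 10 CCK1/2-KO cells, or 0.231 CPM (0.116 to 0.414) and 0.191 CPM (0.0918 to 0.352). The log2 ratio was −0.27, with an interval from −1.67 to 1.1, so a difference was not detectable at this depth. The alternative that moved it most, keeping the doublets, gave −0.041. With each cell thinned to 1000 UMIs, 2 of 6341 WT cells (0.0315%, 0.0038% to 0.114%) had a gnrh3 UMI. None did among 7504 CCK1/2-KO cells, which would allow a share of up to 0.0400%. This 0 belongs to 1 random thinning, and a separate one of the mixed neuron-like CCK1/2-KO cells alone left a gnrh3 UMI in 1 of 1256. Unthinned, the shares were 0.117% and 0.0962%. Erythrocyte-like cells, which should lack the transcript, had 0 of 1229 in WT and 0 of 1753 in CCK1/2-KO, which allows up to 0.244% and 0.171%. Their median depth was 983 and 937 UMIs, so the unthinned shares over all cells lie below what this background measurement can exclude. No cell had more than 2 gnrh3 UMIs. In WT, 5 of the gnrh3 cells lay in glutamatergic neuron-like cluster 10 and 2 in mixed neuron-like cluster 2. The others lay 1 each in unnamed clusters 1 and 7 and in cycling cell-like cluster 9. In CCK1/2-KO, 8 lay in cluster 2 and 1 each in clusters 5 and 25, which are astrocyte-like and oligodendrocyte-like.

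The receptor comparison asks which hypothalamic cells carry cckar, cckbra and cckbrb, and whether their levels changed without the ligands. The cckar gene (ENSDARG00000052089) had 13 UMIs in WT and 15 in CCK1/2-KO, and the log2 ratio of 0.07 (−1.10 to 1.26) did not differ from 0 beyond counting error. A UMI was found in 0.0158% of WT and 0.0400% of CCK1/2-KO cells thinned to 1000 UMIs, and in 0.140% and 0.125% unthinned. The cckbra gene (ENSDARG00000074117) was the most abundant receptor gene of the 3, with 933 and 1163 UMIs, or 19.6 and 22.3 CPM. Its log2 ratio was 0.18 (0.06 to 0.31). The share of cells with a cckbra UMI after thinning was 1.78% in WT and 1.51% in CCK1/2-KO. This order runs against the CPM and is not read as a difference. Unthinned, the shares were 4.85% and 4.49%, against 0.244% and 0.399% in erythrocyte-like cells. The highest cckbra levels lay in unnamed cluster 12, with 113 CPM in WT and 84.9 in CCK1/2-KO, and in T or NK cell-like cells, with 63.5 and 116 CPM. Cluster 12 had dkk1b and GRIN2C among its top 10 genes, and the GABAergic markers gad2 in 98.3% and slc32a1 in 74.8% of its cells, too few markers for a name. In the T or NK cell-like class 21 of 240 WT and 36 of 236 CCK1/2-KO cells had a UMI.

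The cckbrb gene (ENSDARG00000076824) had 103 UMIs in 63 WT cells and 224 UMIs in 112 CCK1/2-KO cells. This was 2.17 CPM (1.77 to 2.63) against 4.29 CPM (3.74 to 4.89), a log2 ratio of 0.98 (0.64 to 1.34). Without the 3 highest cells of each library, the alternative that moved it most, it was 1.19. After thinning, 0.142% of WT cells (0.0649% to 0.269%) and 0.267% of CCK1/2-KO cells (0.163% to 0.411%) had a cckbrb UMI, and unthinned 0.737% and 1.08%. In mixed neuron-like cells, 34 of 1087 WT (3.13%) and 70 of 1287 CCK1/2-KO cells (5.44%) carried a UMI, unthinned. The log2 ratio of their levels was 1.33 (0.92 to 1.76). In erythrocyte-like cells 2 of 1229 WT cells (0.163%) and 0 of 1753 CCK1/2-KO cells carried one, and the 0 allows up to 0.171%. Median depths were 10301 and 8891 UMIs in mixed neuron-like and 983 and 937 in erythrocyte-like cells. Thinned to 1000 UMIs, the shares of mixed neuron-like cells were 0.472% and 1.11%, and 0.333% and 0 of 756 cells (up to 0.397%) in erythrocyte-like cells. The WT shares rest on 5 and 2 cells. The WT levels of these classes, which use all UMIs, lay apart at 5.61 CPM (4.36 to 7.12) in mixed neuron-like and 0.841 CPM (0.102 to 3.04) in erythrocyte-like cells. Over mixed, glutamatergic and GABAergic neuron-like cells together, the log2 ratio was 0.98 (0.60 to 1.36) for cckbrb and 0.38 (0.21 to 0.56) for cckbra. Within this pool the rise of cckbrb came from the mixed neuron-like cells, with 68 and 175 UMIs. Glutamatergic neuron-like cluster 10 had 15 and 8 UMIs, a log2 ratio of −1.12 (−2.57 to 0.21), and cluster 4 had 0 and 3. GABAergic neuron-like clusters 3 and 19 had 3 and 1 UMIs in WT and 1 and 0 in CCK1/2-KO. Outside the pool cckbrb had 16 and 37 UMIs, a log2 ratio of 1.07 (0.19 to 2.01), where free RNA can contribute. At clustering resolution 2.0 the ratios in neurons were 0.52 for cckbrb and −0.059 for cckbra. That pool held 1699 WT and 2159 CCK1/2-KO cells against 2321 and 2897, because 1292 of the earlier cells fell into unnamed clusters, so the 2 pools do not compare the same cells.

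**Figure D1:**
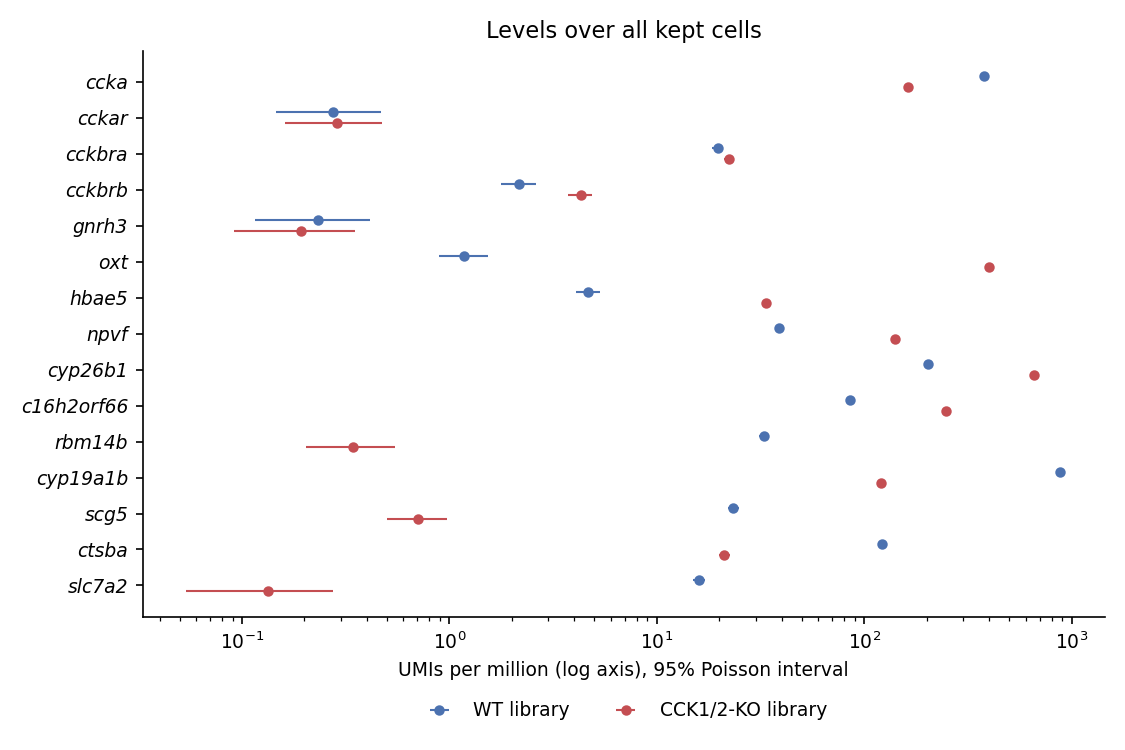
Levels over all kept cells in CPM on a log axis, with exact 95% Poisson intervals, for the WT and CCK1/2-KO libraries. The genes are ccka, the 3 receptor genes and gnrh3, then the 5 genes with the highest and the 5 with the lowest ratio, and ccka fell from 376 to 162 CPM while cckbrb stood at 2.17 and 4.29 CPM.

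Because the study placed cckbrb inside GnRH3 neurons, cells with a UMI of both genes were counted. In WT there were 0 such cells among 8543, with 0.0737 expected if the genes were detected independently, and the 0 allows a share of up to 0.0351%. In CCK1/2-KO there was 1 such cell among 10393, with 0.108 expected. The expected numbers treat all cells alike, whatever their type and depth. In CCK1/2-KO, 8 of the 10 gnrh3 cells and 175 of the 224 cckbrb UMIs lay in mixed neuron-like cells. Sharing this class alone would raise the number expected, so 1 against 0.108 is not read as an excess. Requiring 2 gnrh3 UMIs left 0 in both libraries. With 10 gnrh3 cells per library, overlap of the genes could neither be shown nor excluded.

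Class shares were compared because the study annotated cell types among its hypothalamic cells. Clustering used all variable genes and was repeated without the 79 genes that differed over 2-fold between the libraries. From the repeat, erythrocyte-like cells made up 14.6% of WT cells (13.8% to 15.3%) and 16.9% of CCK1/2-KO cells (16.2% to 17.6%), a ratio of 1.16 (1.09 to 1.24). Oligodendrocyte-like cells made up 4.37% and 2.83%, a ratio of 0.648 (0.558 to 0.753), and vascular endothelium-like cells 4.07% and 2.87%, a ratio of 0.704 (0.605 to 0.820). Immature neuron-like cells were 2.28% and 3.31%, a ratio of 1.45 (1.22 to 1.72). GABAergic neuron-like cells, which the repeat allowed to be compared as a whole, were 3.57% and 4.17%, a ratio of 1.17 (1.01 to 1.35). With all variable genes their clusters were kept apart, at 1.06 (0.94 to 1.21) for cluster 3 and 1.29 (1.01 to 1.64) for cluster 19. Oligodendrocyte precursor-like cells were 1.71% and 1.31%, and T or NK cell-like cells 2.82% and 2.25%. Mixed neuron-like cells stood at 12.5% and 11.7%, macrophage-like cells at 5.64% and 5.10%, and mural cell-like cells at 1.39% and 1.63%. Cycling cell-like cells were 3.14% and 3.66%, and lymphatic endothelium-like cells 0.304% and 0.423%. The ratio intervals of mixed neuron-, macrophage-, mural cell-, cycling cell- and lymphatic endothelium-like cells held 1, that of cycling cell-like cells only just. With all variable genes the ratio of cycling cell-like cells was 1.21 (1.04 to 1.42), above 1. The others were 1.17 for erythrocyte-like, 0.669 for oligodendrocyte-like, 0.700 for vascular endothelium-like and 1.36 for immature neuron-like cells. The alternative that moved these shares most was the stricter cell filter, under which the ratio of erythrocyte-like cells was 0.779, on the other side of 1. The immature neuron-like ratio was 1.08 with doublets kept. With all variable genes the macrophage-like clusters went both ways. Cluster 14 had 236 WT and 164 CCK1/2-KO cells, cluster 16 had 111 and 214, and cluster 18 had 133 and 159. Astrocyte-like cluster 26 had a ratio of 0.427 (0.291 to 0.629). Of the clusters kept apart in the repeat, astrocyte-like cluster 7 had 0.767 (0.661 to 0.891) and glutamatergic neuron-like cluster 29 had 0.460 (0.239 to 0.885). The intervals of the others held 1.

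**Figure D2:**
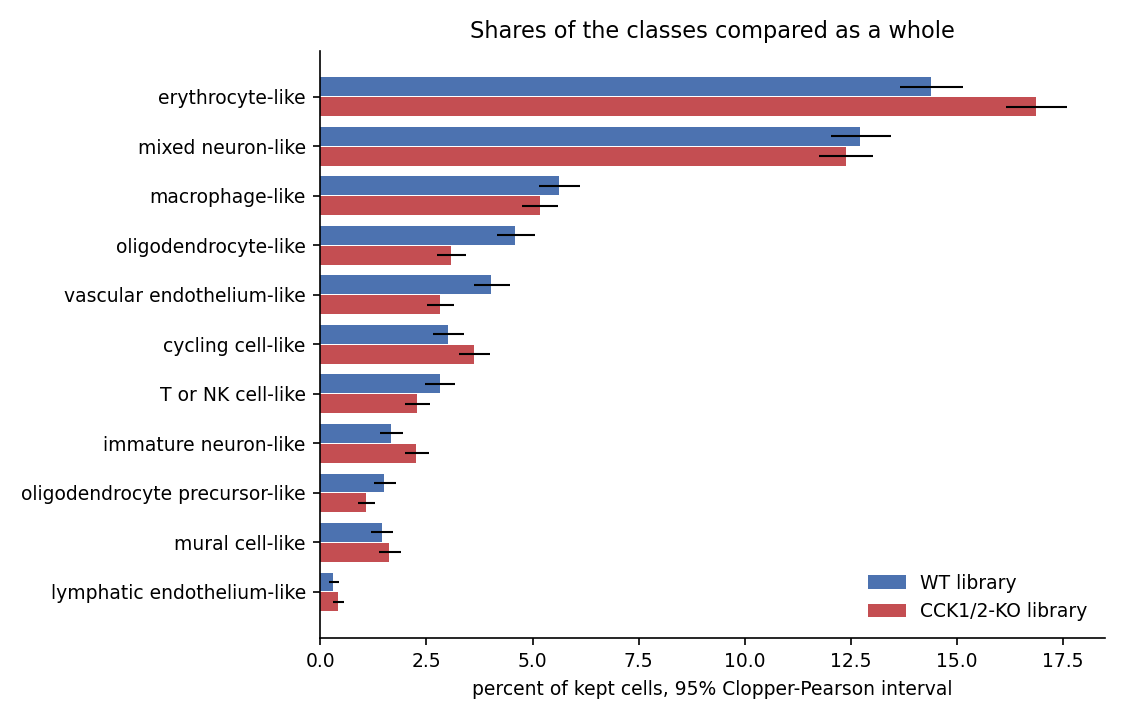
Percent of kept cells in the classes compared as a whole, for the WT and CCK1/2-KO libraries, from the clustering with all variable genes; bars start at 0 and lines are exact 95% Clopper-Pearson intervals. Oligodendrocyte-like cells stood at 4.59% and 3.07%, and erythrocyte-like cells at 14.4% and 16.9%.

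Gene lists fixed before the data were examined describe pathways the study is concerned with and stress of the tissue. For the reproduction list the median log2 ratio of 15 genes with UMIs was −0.07, at percentile 3.01 of random lists matched on level. For the feeding list it was −0.05 over 17 genes, at percentile 3.53, and for other hypothalamic peptides and amine enzymes −0.12 over 19 genes, at percentile 0.280. These 3 medians moved most with every barcode and with doublets kept. With doublets kept they were −0.022, −0.018 and −0.039, at percentiles 25.3, 22.5 and 18.6, inside the middle 95% of the random lists. The reproduction and feeding lists already lay inside it with doublets removed, so only the peptide list changed in this. Its random lists were not matched on how many cells hold the UMIs, so its percentile may be too extreme. In the peptide list tac1, hdc, ghrh and adcyap1b turned from lower to higher without a gene's 3 highest cells in each library. There avp, crhb, trh, sst1.1, penka, pdyn, vip and th stayed lower. The list median was not recomputed without these cells. The androgen and oestrogen response list had a median of −0.28 at percentile 0.0100, with 5 of the 6 genes lower beyond counting error and cyp19a1b lowest at −2.82 with 5 CPM added. The sixth, vtg1, had 3 UMIs in WT and 0 in CCK1/2-KO. The heat shock and stress list had a median of 0.30 at percentile 100, with 11 of 13 genes higher, and hsp70l highest at 0.85. It moved most to 0.14, at percentile 98.8, with 11 genes left, when mitochondrial genes and the 50 genes with the most UMIs were left out. The immediate early list lay at −0.02 and percentile 31.6. Within the reproduction list kiss1 had 168 UMIs in WT and 5 in CCK1/2-KO, a log2 ratio of −5.21 (−6.85 to −3.96), and it is among the defining genes of astrocyte-like cluster 26. The oestrogen receptor gene esr1 had a log2 ratio of −1.03 (−1.19 to −0.87) and the androgen receptor gene ar −0.38 (−0.47 to −0.29). Of the other oestrogen receptor genes, esr2a was higher at 0.17 (0.08 to 0.25) and esr2b lay at −0.006 (−0.11 to 0.09). The feeding gene npy was lower at −1.84, with 46.9% of its WT and 71.2% of its CCK1/2-KO UMIs in 3 cells. Without the 3 highest cells of each library its ratio was lower still, at −2.73.

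**Figure D3:**
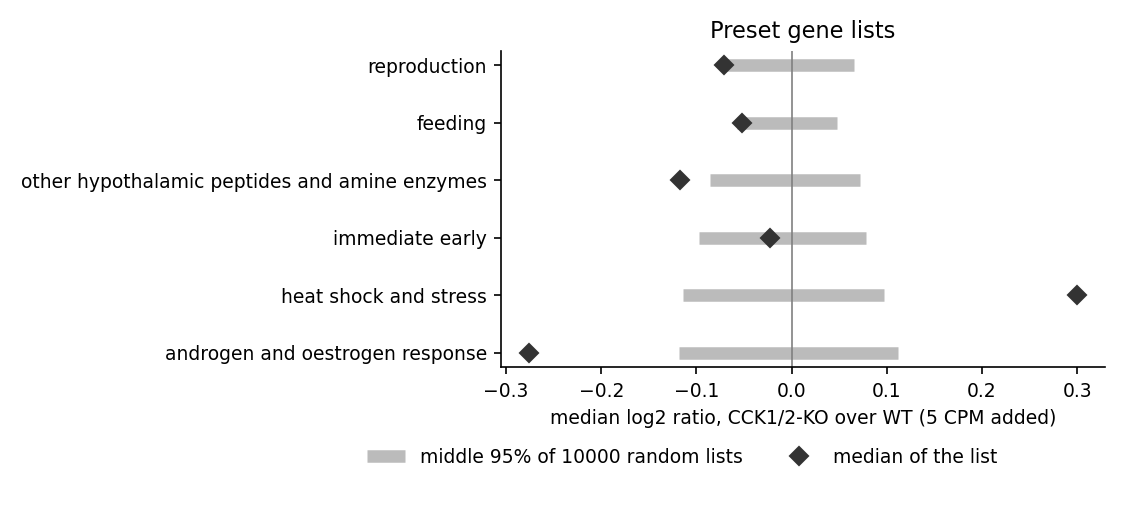
Median log2 ratio of each preset list, CCK1/2-KO over WT with 5 CPM added, as diamonds, and the middle 95% of 10000 matched random lists as grey bars. The heat shock and stress list lay at 0.30 above its bar and the androgen and oestrogen response list at −0.28 below its bar.

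Genes were then ranked by size over all kept cells. The 5 lowest were rbm14b, cyp19a1b, scg5, ctsba and slc7a2. The gene rbm14b (ENSDARG00000103834) had 1559 UMIs in WT and 18 in CCK1/2-KO, a log2 ratio of −6.57 (−7.33 to −5.91). The brain aromatase gene cyp19a1b (ENSDARG00000098360) had 41870 UMIs in 3289 WT cells and 6302 UMIs in 1139 CCK1/2-KO cells, or 880.4 and 121 CPM, a log2 ratio of −2.87 (−2.91 to −2.83). For scg5 (ENSDARG00000077045) the counts were 1112 and 37 UMIs with a log2 ratio of −5.05. For ctsba (ENSDARG00000055120) they were 5800 and 1106 with −2.53, and for slc7a2 (ENSDARG00000037097) 760 and 7 with −6.90. Over the alternatives run, each of these 5 ratios stayed within its counting interval.

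The 5 highest were oxt, hbae5, npvf, cyp26b1 and c16h2orf66. The oxytocin gene oxt (ENSDARG00000042845) had 56 UMIs in WT and 20981 in CCK1/2-KO, a log2 ratio of 8.41, and 95.6% of the CCK1/2-KO UMIs lay in 3 cells. Without the 3 highest cells of each library the ratio was 4.27. The embryonic haemoglobin gene hbae5 (ENSDARG00000045142) had 222 and 1762 UMIs with a log2 ratio of 2.85, and 1.93 under the stricter filter. The gene npvf (ENSDARG00000036227) had 1843 and 7334 UMIs with a log2 ratio of 1.86, but 0.21 with doublets kept, so its rank rests on the removal of doublets. For c16h2orf66 (ENSDARG00000116758), with 4072 and 13003 UMIs, the log2 ratio of 1.54 fell to 0.21 without the 3 highest cells. The retinoic acid hydroxylase gene cyp26b1 (ENSDARG00000077121) had 9696 UMIs in 749 WT cells and 34396 UMIs in 2095 CCK1/2-KO cells, a log2 ratio of 1.69 (1.66 to 1.72). Over its alternatives this ratio lay between 1.66 and 1.85. It is also a defining gene of clusters 9 and 20.

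Within 12 classes and clusters, the 3 highest and the 3 lowest genes gave 72 entries, of which 3 define their own cluster. Of the other 69 entries, 33 had over 50% of their UMIs in 3 cells, and 13 were below 2-fold without the 3 highest cells of each library. A further property, a level below that in the rest of the library, held for 23 of the 69, where free RNA can reach the cell type. The cyp19a1b gene was among the 3 lowest in 6 of the 12. The following were picked after their values were seen, because they did not rest on a few cells. In astrocyte-like cluster 5, hopx had 817 UMIs in 209 WT cells and 3192 UMIs in 351 CCK1/2-KO cells, a log2 ratio of 1.82. In vascular endothelium-like cells, angpt2a had 53 and 429 UMIs, a log2 ratio of 3.04. In macrophage-like cells, grna.2 had 216 UMIs in WT and 1 in CCK1/2-KO. In erythrocyte-like cells, hbae5 had 166 and 1472 UMIs, a log2 ratio of 2.98. Of the 72 entries, 35 were still named when at least 300 UMIs were required and 52 when 20 CPM was added.

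From the clustering without the differing genes, the log2 ratio of cyp19a1b was −3.58 (−3.66 to −3.49) in an astrocyte-like cluster with 12212 and 1210 UMIs. It was −4.12 (−4.28 to −3.96) in another with 5308 and 339 UMIs, and −2.66 (−2.71 to −2.60) in cycling cell-like cells with 15755 and 3392 UMIs. In erythrocyte-like cells, which should lack the transcript, it was −2.61 (−2.97 to −2.25), so lower counts there do not show lower expression. The same reservation holds for ccka in oligodendrocyte-like cells, where the log2 ratio was −2.56 at a level of 56.4 CPM in WT. In erythrocyte-like cells ccka stood at 84.5 CPM in WT with a log2 ratio of −1.42. The reservation therefore extends to other types near or below that ccka level.

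**Figure D4:**
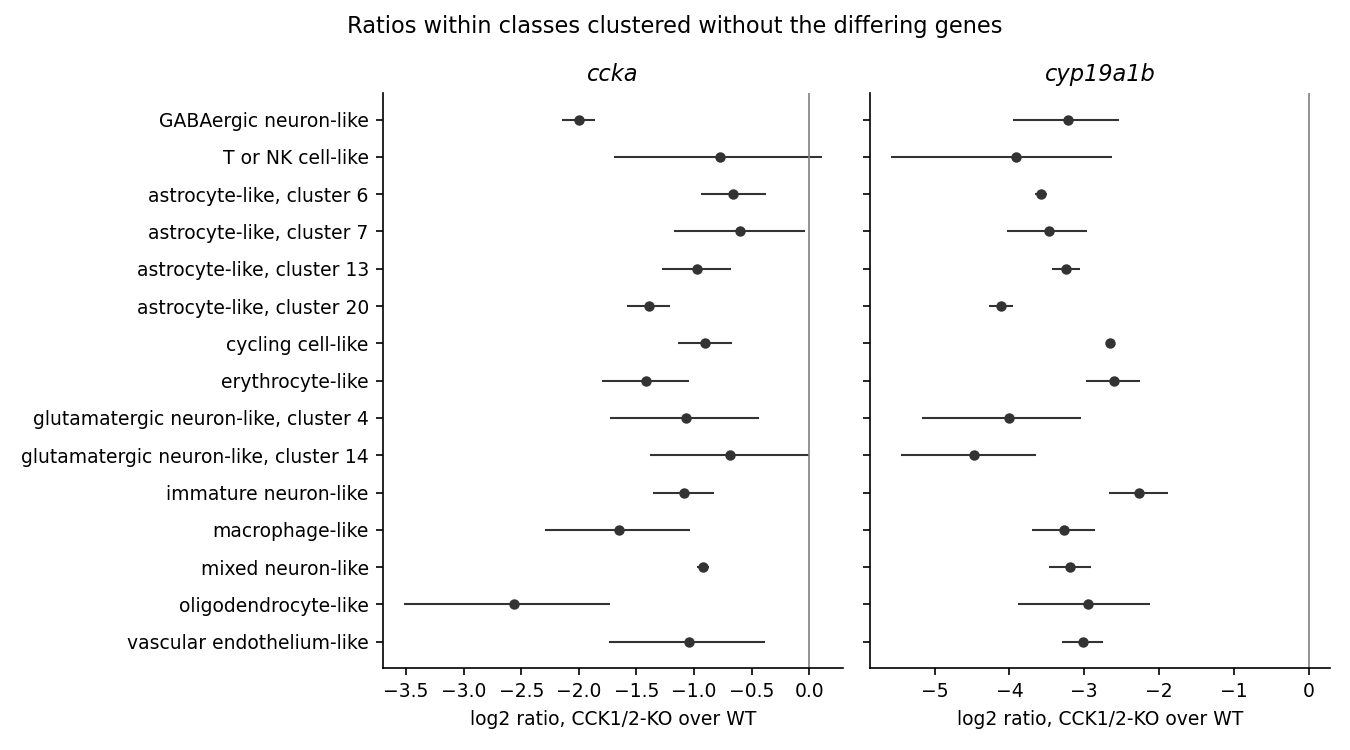
Log2 ratios of CCK1/2-KO over WT for ccka and cyp19a1b within classes and clusters with at least 20 WT UMIs of both genes, as points with exact 95% intervals and a separate horizontal scale for each gene. Cells were clustered without the differing genes, so cluster numbers are not those of the clustering with all variable genes, and every point lies below 0, with the interval of ccka in T or NK cell-like cells crossing it.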

Values the study reported

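The study used 30 fish per group, which weighed 366 ± 35 mg in the double knockout group and 312 ± 27 mg in the WT group.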

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

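The clustering without the 79 differing genes and the ratios without a gene's 3 highest cells were chosen after the results were seen, and the other alternatives before the data were examined. Where a value below changed, the cause was not tested, except where the alternative's construction is named as the cause. No paired analysis was possible because each genotype has 1 library and no test was run.

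Of the comparisons of levels, shares and lists across their alternatives, 170 values stayed within counting error or, for lists, within 1 SD of the random medians. A further 31 moved and 2 reversed. The reversals were the log2 ratio of cckbra in neurons, −0.059 at resolution 2.0, and the share ratio of erythrocyte-like cells, 0.779 under the stricter filter. The neuron pool at resolution 2.0 held 1699 and 2159 cells against 2321 and 2897, so its ratios describe fewer cells. Erythrocyte-like cells had median depths of 983 and 937 UMIs, under that filter's minimum of 1000.

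Without the 3 highest cells, the log2 ratio of ccka was −1.04. Unthinned, the percent of WT and CCK1/2-KO cells with a UMI was 0.117 and 0.0962 for gnrh3, 0.140 and 0.125 for cckar, 4.85 and 4.49 for cckbra, and 0.737 and 1.08 for cckbrb. Thinned to 2000 UMIs it was 2.65 and 3.25 for cckbra and 0.407 and 0.553 for cckbrb. Deeper cells show more genes, so these moves follow from the depth. Under the stricter filter the thinned percent of WT cells with cckar was 0. At resolution 2.0 the log2 ratio of cckbrb in neurons was 0.52. With 2 gnrh3 UMIs required, 0 CCK1/2-KO cells carried both genes, because no cell there had 2.

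The share ratio of T or NK cell-like cells was 0.648 with every barcode and 0.653 with doublets kept. Under the stricter filter the ratio was 1.74 for cycling cell-like, 1.16 for macrophage-like and 0.775 for oligodendrocyte-like cells. It was 1.06 for macrophage-like cells at resolution 2.0 and 1.08 for immature neuron-like cells with doublets kept. Cycling cell-like cells with doublets kept or with genes centred within library, and mixed neuron-like cells under the stricter filter or at resolution 2.0, gave no value. No class that could be compared as a whole carried those names there.

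With every barcode the list medians were −0.022 for reproduction, −0.018 for feeding and −0.037 for other hypothalamic peptides, and with doublets kept they were −0.022, −0.018 and −0.039. For these lists the cause was not tested. The heat shock median was 0.14 without mitochondrial genes and the 50 genes with the most UMIs, which left 11 of its 13 genes. The androgen and oestrogen response median was −0.34 with a minimum of 20 UMIs, which left 5 of its 6 genes.

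Among single named genes, 526 values stayed, 89 moved and 5 reversed. The reversed log2 ratios were 0.72 for mfap4.6 in T or NK cell-like cells at resolution 2.0, 0.61 for lyz in T or NK cell-like cells with doublets kept, and −0.61 for npvf in macrophage-like cells under the stricter filter. Without the 3 highest cells they were 0.068 for rgs5a in glutamatergic neuron-like cluster 10 and −0.42 for scpp5 in mixed neuron-like cells. Of the 89, 29 moved without the 3 highest cells and 28 with 20 CPM added. Entries in classes or clusters that had no counterpart under an alternative gave no value. By the counting-interval rule, median-of-ratios scaling and CPM without the top 50 genes moved 0 of the single genes. They shifted every ratio over all cells by 0.0064 and 0.0033 on the log2 scale, and entries within classes by other amounts. The log2 ratio of oxt in erythrocyte-like cells went from 3.39 to 3.28 and 4.56. With 1 WT UMI there its interval is wide, so the rule did not count this change.

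Among ccka, gnrh3 and the receptor genes, depth limits gnrh3 and cckar most, with 11 and 13 UMIs in WT. The interval of the gnrh3 log2 ratio, from −1.67 to 1.1, holds both a fall and a rise of more than 2-fold.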

Other observations

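The tests below were chosen after the results they bear on were seen, except those of the telencephalic and habenular lists, of the other interferon genes and of cluster makeup for the heat shock list, whose outcomes had not been seen when they were chosen. For the habenular list, 1 member, tac3a, had been seen. Genotype and library coincide throughout, so a difference between pools of fish or library runs stays open for every pattern.

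The lower ccka level in CCK1/2-KO was set against changes in cell makeup. Cluster makeup alone, with WT levels kept within clusters, gave a log2 ratio of 0.0065 against −1.21 observed, and without the 3 highest cells it was −1.04, so neither fewer cells of the clusters that express it nor a few high cells account for it. Fewer ccka-positive cells within clusters stay open, since 1844 of 8543 WT and 1193 of 10393 CCK1/2-KO cells had a UMI. Some of these cells can hold free RNA only. All 12 of the 12 clusters with at least 100 ccka UMIs had a lower level. Free RNA can lower clusters that do not express the gene, so this count adds little. Erythrocyte-like cells, which should lack the transcript, had 202 and 85 UMIs, a log2 ratio of −1.42 (−1.80 to −1.04). Decay of the edited transcript could give the lower ccka level, but lower transcription would give it too. The 2 cannot be told apart in these counts.

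The higher cckbrb level was examined in the same way. Cluster makeup alone gave a log2 ratio of −0.012 against 0.98, and without the 3 highest cells the ratio was 1.19, which argues against more cells of the expressing clusters and against a few high cells as the cause. More cckbrb-positive cells within clusters stay open, since 34 of 1087 WT and 70 of 1287 CCK1/2-KO mixed neuron-like cells had a UMI. A rise of the receptor after loss of its ligands may be involved, but with 103 and 224 UMIs and 1 library per genotype a difference between the pools stays open.

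Brain aromatase, cyp19a1b, was lower by a log2 ratio of −2.87. Cluster makeup alone gave 0.15 in the opposite direction, and the ratio stayed at −2.87 without the 3 highest cells. A larger telencephalic part in the WT pool would lower telencephalic genes by a like amount, but the 9 of 10 listed telencephalic genes with UMIs in these libraries had a median log2 ratio of −0.039, at percentile 23.7, with foxg1a lowest at −0.20. A lower response to sex steroids may be involved. The other 5 genes of the androgen and oestrogen response list had a median of −0.21 at percentile 0.255, and 4 of the 5 were lower beyond counting error, esr1 most at −0.75. The fifth, vtg1, had 3 UMIs in WT and 0 in CCK1/2-KO, too few to tell. This hypothesis was found and tested on the same libraries, and hormone levels of the fish were not used here. In erythrocyte-like cells free RNA from the glia is a candidate explanation for the lower cyp19a1b counts, since the log2 ratio there, −2.60 (−2.96 to −2.24), lay near the ratio in all cells. Some other types outside the glia lay near it too, such as vascular endothelium-like cells at −3.00. These had 74.9% of their WT and 71.0% of their CCK1/2-KO UMIs in 3 cells, and lay at −2.79 without these. Glutamatergic neuron-like clusters lay lower, cluster 10 at −4.53 (−5.46 to −3.74) and cluster 4 at −4.01 (−5.17 to −3.05). Mural cell-like cells lay at −1.70 (−2.06 to −1.35), with 77.2% of their WT and 98.9% of their CCK1/2-KO UMIs in 3 cells, and at −6.09 (−11.42 to −3.55) without these. Without the 3 highest cells the ratio was −4.27 (−5.35 to −3.35) in cluster 10 and −2.93 (−3.35 to −2.53) in erythrocyte-like cells. These 2 intervals lie apart only beyond the digits given, and those with no cell left out by more, which argues against free RNA alone in cluster 10. The cluster was picked after its value was seen, and the intervals cover counting error only. Cluster 4 lay apart from erythrocyte-like cells with no cell left out. Without the 3 highest cells it lay at −4.315 (−5.79 to −3.15), where the intervals overlap. Mural cell-like cells lay above erythrocyte-like cells with no cell left out. Without the 3 highest cells they lay below, with 1 CCK1/2-KO UMI left, so free RNA could not be judged there. For the remaining types, cluster 4 included, free RNA stays open.

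The oxt difference rests on few cells. The 3 highest CCK1/2-KO cells held 95.6% of the UMIs, with 14505, 5067 and 477 UMIs, and no other cell had more than 3. Erythrocyte-like cells of CCK1/2-KO carried an oxt UMI in 7.70% of cells against 8.59% of the other cells, a quotient of 0.896, and in 0.0814% of cells in WT. The many cells with an oxt UMI are therefore in line with free RNA from the few high cells. Why the WT library lacks such cells was not tested.

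For rbm14b, scg5 and slc7a2, near absent in CCK1/2-KO with a median log2 ratio of −6.57, cluster makeup alone gave a median of −0.017. Linkage to the edited ccka gene was examined through chromosomes, and 0 of the 3 genes lay on the chromosome of ccka. Linkage to the other edited gene was not analysed here. Over the 41 pairs of gene and cluster with at least 20 WT UMIs, the highest log2 ratio was −3.66. A variant of the knockout line at the counted end of the transcripts could give counts near 0 in every cluster, and so could a loss of expression, and these cannot be told apart without reads along the transcripts.

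Heat shock genes were higher in CCK1/2-KO, with a list median of 0.30. Cluster makeup alone gave a median log2 ratio of 0.002 for the heat shock list, which argues against a change in the makeup of the clusters. A stronger response to dissociation in the CCK1/2-KO pool might raise immediate early genes as well, but their list lay at percentile 31.6 with members going both ways, so handling and genotype cannot be told apart here.

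Interferon genes were lower in CCK1/2-KO. The 6 genes seen first had a median log2 ratio of −0.88, with rsad2 lowest at −1.69. A median of 9.70% of their WT UMIs lay in the 3 highest cells, so for the 6 as a set a few cells do not account for the fall. In astrocyte-like cluster 5, 3 cells held 50.7% of the rsad2 UMIs. The log2 ratio there, with 5 CPM added, went from −3.15 to −3.60 without the 3 highest cells. Cluster makeup was not tested for these genes. Unnamed cluster 29, with rsad2 among its top 10 genes, had 16 WT and 5 CCK1/2-KO cells. Of 10 other interferon genes, listed before their values were seen, all 10 were lower, from mxa at −0.75 to stat1a at −0.22, with a median of −0.50 at percentile 0 of matched random lists. This is consistent with an interferon response in the WT pool, but the design does not separate that from an effect of the genotype.

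The low kiss1 count in CCK1/2-KO, with a log2 ratio of −5.21, could come from habenular tissue in the WT pool. The 10 habenular genes listed, all with UMIs in these libraries, had a median log2 ratio of 0.0025 at percentile 55.7, with 5 higher and 5 lower. A small piece of habenula would be hidden by the hypothalamic level of these genes, so habenular tissue and a change in the hypothalamus cannot be told apart by the habenula list. Of the 168 WT kiss1 UMIs, 101 lay in 10 cells of mixed neuron-like cluster 2, and 17 cells of astrocyte-like cluster 26 had 18.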
